A study of Escherichia coli str. K-12 substr. MG1655 with 2 samples. Its data were reported in "Revealing genome-scale transcriptional regulatory landscape of OmpR highlights its expanded regulatory roles under osmotic stress in Escherichia coli K-12 MG1655" (2017).

How the data were processed

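OmpR is the response regulator of the EnvZ/OmpR system of Escherichia coli, which responds to osmotic conditions and is known for its control of the outer membrane porins OmpF and OmpC. Binding of OmpR to the chromosome was measured by ChIP-exo in strain K-12 MG1655 carrying ompR with a tag of 8 myc copies at its own locus. Per the labels, cells grew in M9 minimal medium with 0.2% glucose, received 0.3 M NaCl at mid-log phase for 30 min and were crosslinked in 1% formaldehyde for 25 min. DNA bound to OmpR was recovered with an antibody against the tag. Lambda exonuclease and RecJ exonuclease then digested the DNA on the beads, so that a read's 5′ end marks where digestion stopped. The labels give 1 group of 2 replicates, which the study describes as biological duplicates. Grouping followed the sample titles.

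The authors mapped the reads with Bowtie, for which the submitters' processing notes give version 1.0.0, and deposited the coverage of every base on each strand. These coverage values are whole numbers with no scaling for depth, and no background was subtracted from them. The study's methods place the reads on version 2 of the MG1655 chromosome record, whereas the processing notes name the assembly ASM584v2, whose chromosome record is a later version. The last listed position is 4639672, and positions are given as they stand in the deposited files and taken to be on version 2. Of 14986 isolated stretches of constant coverage, 14948 were 31 bases long and the remaining 38 were exactly 2 reads of that length, so every read was taken to be 31 bases long. The 5′ ends were solved from the coverage under that length, and the solved ends gave back the deposited coverage at every base. In both libraries together, 72 stretches of at least 500 bases held no reads, 98392 bases in all, and regions inside them were out of reach.

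Replicate 1 held 1273625 reads and replicate 2 held 2055252 reads. A 60 bp window held a median of 14.2 reads in replicate 1 and 23.5 reads in replicate 2, which sets the counting error of weak regions. Distinct 5′ positions made up 49.0% and 48.1% of the reads. No molecular identifiers were used here, so intervals cover counting error only. Intervals of read shares take each read as independent, although many reads shared a 5′ position, and may be too narrow.

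Both strands were summed in centred windows of 60 bp and divided by the chromosome-wide median of that sum in the same library, which gives the fold over background. A reproducible region was a run of positions of at least 5-fold in each replicate, with runs within 200 bp merged, and each strand had to reach 3 times its own median in the region widened by 60 bp. The summit was the position with the highest mean fold. Regions were also called in each replicate alone, and their overlap was compared with 100000 circular shifts in a two-sided permutation test. Correlations were computed across bins of the chromosome, which are not independent replicates, and carry no p. The forward and reverse borders were the positions of highest coverage on each strand within 100 bp of the summit, and the share of regions with the forward border on the left was compared with equality by a two-sided exact binomial test. Reads within 50 bp of the summit were compared between the replicates by a two-sided exact binomial test, whose expected share came from the libraries' median 60 bp sums, with Benjamini-Hochberg adjustment over the regions. This test compares the libraries, and no groups were available to compare. Intervals of shares are exact Clopper-Pearson intervals at 95%.

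The text names the 25 regions with the highest mean fold and any region with folds more than 4-fold apart between the replicates, a rule set with the tests and most of the other settings before the data were examined. Features named outside that rule are said to be so. Alternatives covered thresholds of 3, 10 and 20-fold, windows of 30 and 100 bp, a median within 5 kb or the chromosome-wide mean as background, the mean of the replicates in place of both, each replicate left out, no strand condition, the highest coverage values limited, and merging within 50 bp. Borders taken from the most used 5′ end, removal of those ends, shifts of the reverse strand against the forward strand, thinning of replicate 2 and regions near stretches without reads were added after seeing the data. The caller was tested on simulated data with 50 sites of each size. Of the sites simulated at 6, 10 and 20-fold it found 50 each, it found 0 of those at 3-fold, and it called 0 regions elsewhere. The simulated background held no stacks of reads at single positions, unlike the libraries. The simulation therefore does not give the rate of false calls in the real data.

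Regions carry positions and no gene names. The gene table used here is of ASM584v2, and its coordinates were not carried over to version 2. The planned tests of intergenic location, promoter gene lists and sequence motifs need an annotation or sequence of version 2 and were not run, and the planned exclusion of ribosomal and transfer RNA genes was not run for the same reason. The Mock-IP library that the study used to remove peaks was not analysed here, so a region below is a place of reproducible signal and may include signal that such a library would show as well. Calculations used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.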

Results

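The ChIP-exo libraries recorded where DNA was recovered with myc-tagged OmpR after 30 min in 0.3 M NaCl. Replicate 1 had a mean depth of 8.51 reads per base over both strands and replicate 2 of 13.7, with reads over 94.4% and 96.8% of the bases. Values are folds over the chromosome-wide median in a 60 bp window, given as mean ± SD of the 2 replicates. Regions are named by their summit on version 2 of the MG1655 chromosome.

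The first question was where OmpR signal stood above background under osmotic stress. The strongest region ran from 849370 to 849861, with its summit at 849582 and a fold of 335 ± 8.62 (SD, n = 2). It was followed by the regions with summits at 1102624 (233 ± 31.1), 2310949 (193 ± 23.2), 2903470 (176 ± 29.0) and 986391 (140 ± 17.6). Both the size and the order of these folds depended on the window: in the order given they were 481, 309, 301, 268 and 174 with a 30 bp window, and 212, 153, 132, 156 and 121 with a 100 bp window, where the region at 2903470 came second. With the 60 bp window these 5 regions were the only ones of at least 100-fold in both replicates. They occupied 0.0605% of the chromosome and held 2.34% of the reads of replicate 1 (95% interval 2.31 to 2.37) and 2.08% of those of replicate 2 (2.06 to 2.10).

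The next regions were weaker than these. Summits at 2031946, 1976383 and 3236400 reached 62.3 ± 5.63, 59.9 ± 4.90 and 57.4 ± 2.70. The regions at 1542250 and 1710647 had folds of 44.9 ± 1.70 and 33.7 ± 5.48, which became 77.7 and 58.4 with a 30 bp window and 29.0 and 22.2 with a 100 bp window. The gap between the regions at 986391 and 2031946 was wider than the spread of either pair of replicates, since the lower replicate of the first was at 128 and the higher replicate of the second at 66.3. The order of the regions at 2031946, 1976383 and 3236400 was the same in both replicates but changed with the window, with folds of 81.0, 78.7 and 81.4 at 30 bp and 42.1, 43.0 and 38.7 at 100 bp.

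Ranks 11 to 25 ran from 28.8 ± 4.25 at 658466 down to 16.4 ± 2.10 at 3086093. Between them were summits at 1488772 (24.4 ± 3.16), 3889555 (22.8 ± 0.646), 3948413 (22.8 ± 4.46), 1128593 (21.6 ± 1.91), 3237903 (20.8 ± 0.911) and 89240 (20.7 ± 0.125). Summits at 3066144, 1879674, 3945031, 3064412, 3517799, 2922460 and 1019387 had means from 19.4 to 17.4. The order of these ranks also depended on the window. At 3889555 the fold was 34.5 with a 30 bp window and 14.5 with a 100 bp window, at 3066144 it was 29.5 and 12.8, and with the 100 bp window the folds at 1128593, 1879674 and 3517799 fell to 13.7, 12.8 and 11.9. The region at 3237903 lay close to the stronger one at 3236400, and the regions at 3064412 and 3066144 were likewise near each other. The region at 3945031 began next to a stretch without reads that ended at 3944945, and with the median within 5 kb as background its fold rose by a factor of 2.36.

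**Figure D1:**
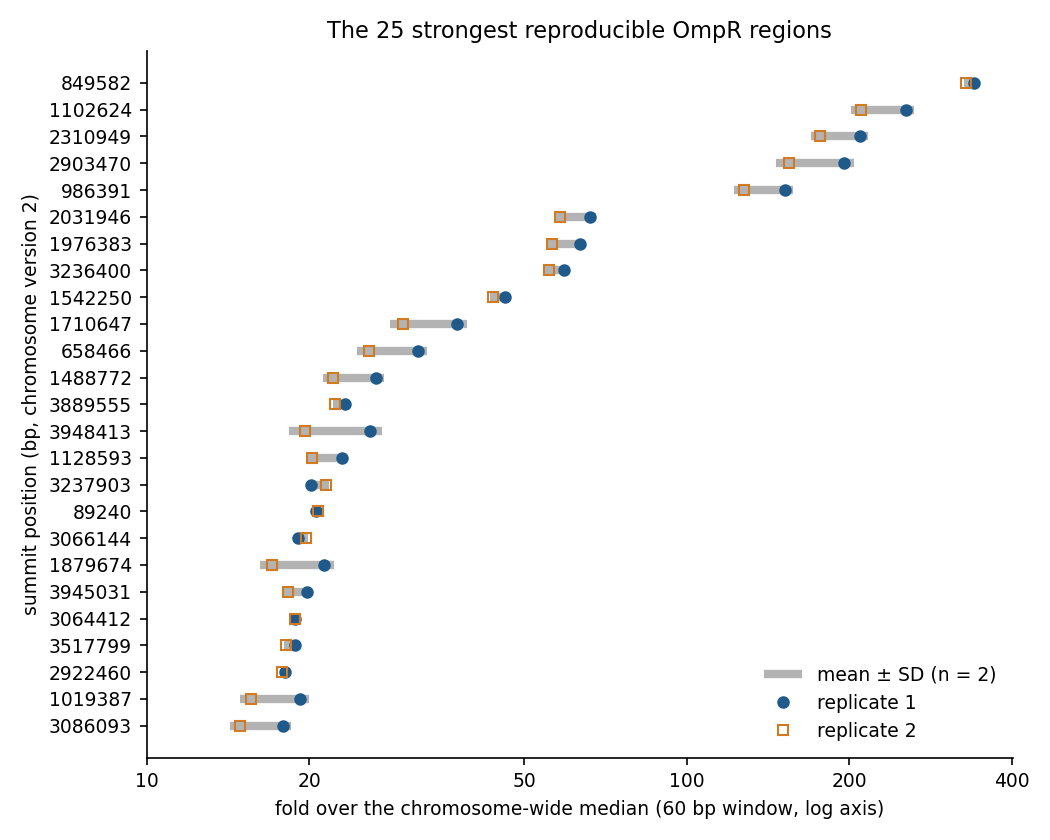
Fold over the chromosome-wide median at the summits of the 25 strongest regions, on a log axis, with circles for replicate 1, squares for replicate 2 and grey bars for mean ± SD (n = 2). The 5 strongest regions stand between 140 and 335 and the next at 62.3.

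In all, 198 regions reached 5-fold in both replicates, of which 49 reached 10-fold and 16 reached 20-fold. The 173 regions outside the 25 strongest had a median fold of 7.16 (quartiles 5.96 to 9.31) and a highest fold of 15.8. Their median width was 56 bp against 180 bp among the 25 strongest. Width is measured above the same 5-fold cut, so a higher summit alone widens a region. The widest of the strong regions were those at 986391 (759 bp), 2310949 (610 bp) and 1102624 (541 bp). The 25 strongest regions held 3.39% of the reads of replicate 1 (3.36 to 3.42) and 3.04% of those of replicate 2 (3.01 to 3.06), and the other 173 held 2.13% (2.11 to 2.16) and 2.04% (2.02 to 2.06). The number of regions depended on the settings: a 30 bp window gave 316 and a 100 bp window 126, a threshold of 3-fold gave 432, and 116 were left without the most used 5′ position of each strand, a setting added after seeing the data. All of the 25 strongest were called under these 4 settings, at 3-fold by construction. The 3-fold threshold and the 30 bp window also kept all of the other 173. At 3-fold this holds by construction, and a narrower window tends to raise the fold at a peak. No Mock-IP library was set against these regions.

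The region at 1976383 ended at 1976525, beside a stretch of 760 bp without reads that ran from 1976532 to 1977291. On the far side of that stretch lay a further region with its summit at 1977337 and a fold of 12.8 ± 1.94, which was singled out after its values were seen. Signal inside the stretch could not be measured.

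The next question was how far the replicates gave the same regions. Called alone, replicate 1 gave 280 regions and replicate 2 gave 231. Of those of replicate 1, 196 (70%) overlapped a region of replicate 2, and of those of replicate 2, 200 (86.6%) overlapped a region of replicate 1. Chance placement gave a mean overlap of 3.04 regions (two-sided permutation test, p = 1e-05, the smallest that 100000 shifts can give). Summits lay within 30 bp of each other in 178 pairs.

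Across 75457 bins of 60 bp, the log2 folds of the replicates had a Pearson correlation of 0.59 and a Spearman correlation of 0.52. In the 1384 bins of at least 3-fold the Pearson correlation was 0.90 and the Spearman correlation 0.64, and in the 74073 bins below 3-fold they were 0.51 and 0.49. These are correlations across positions of the chromosome, which are not independent replicates.

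Folds at the 198 regions were slightly higher in replicate 1. The median log2 ratio of replicate 1 to replicate 2 was 0.11 (95% interval over resampled regions 0.076 to 0.156), with replicate 1 higher in 139 of the 198 regions and in 22 of the 25 strongest. At 849582 the folds were 341 and 329, whereas at 2903470 they were 196 and 155. Relative to the median 60 bp signal of each library, read counts within 50 bp of the summit differed between the libraries beyond counting error in 27 regions (exact binomial test, adjusted p below 0.05), of which 26 were higher in replicate 1 on that scale and 11 were among the 25 strongest. The test takes reads as independent, although many shared a 5′ position, and does not remove the shift common to the regions. These calls therefore need not be particular to single regions. Only regions of at least 5-fold in both replicates entered the ratios of folds, so weak regions that differed strongly were left out beforehand. Among the 198, none differed by more than 4-fold or 2-fold, and the largest ratio was 1.62-fold. That ratio belonged to the region at 262103, with folds of 12.9 and 7.95, which was singled out after its values were seen.

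**Figure D2:**
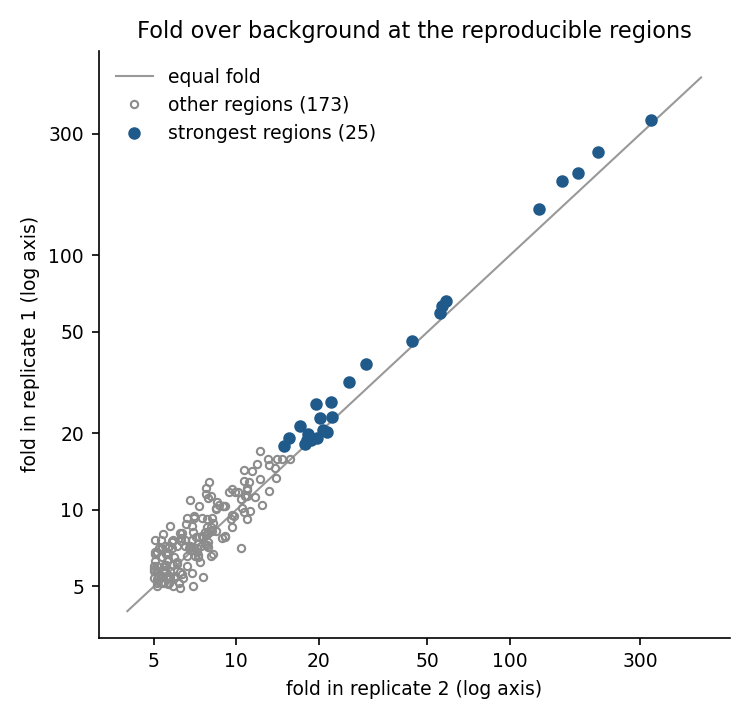
Fold over background in replicate 1 against replicate 2 at the 198 reproducible regions, both on log axes, with filled circles for the 25 strongest regions, open circles for the other 173 and a line of equal fold. In 139 of the 198 regions the point lies above the line.

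Because digestion runs from each 5′ end toward the bound protein, the forward border of a site is the left one and the reverse border the right one. At 849582 the most used forward 5′ position was 849556 and the most used reverse position 849602, 46 bp apart. The forward position held 784 reads in replicate 1 and 1412 in replicate 2, and the reverse position held 496 and 701. At 1102624 the positions were 1102602 and 1102652 (50 bp apart), at 2310949 they were 2310926 and 2310957 (31 bp), and at 2903470 they were 2903440 and 2903527 (87 bp). Among the 10 strongest regions the distance ran from 20 bp at 3236400 to the 87 bp of 2903470, and the forward position was the left one in all 10. With 5′ ends, a measure added after seeing the data, the forward border was the left one in 182 of 197 regions that were not tied (92.4%, 95% interval 87.8 to 95.7), and in 24 of the 25 strongest. The way regions are called itself favours that order: with the reverse strand shifted along the chromosome and regions near the 25 strongest left out, the forward border was the left one in 63.4% of the regions called over 100 shifts. The exception among the 25 was the region at 2922460, with the reverse position 47 bp to the left of the forward one. That reverse position held 15 reads in replicate 1 and 0 in replicate 2, so its order rests on replicate 1. Some of the 182 regions with the forward border on the left likewise had a most used position without reads in a replicate.

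The planned measure, the position of highest coverage on each strand, did not order the borders in this way. The forward border was the left one in 92 of 195 regions (47.2%, exact binomial test, p = 0.474), with a median distance of -1 bp. In the regions called from replicate 2 alone the share was 39.8% (exact binomial test, p = 0.00268), and in those from replicate 1 alone it was 42.7% (p = 0.0183). Each read covers 31 bases downstream of its 5′ end, so the coverage of the strands overlaps within a region. Where the borders lie closer than a read length, the highest coverage can fall in the reversed order. The median distance between the most used 5′ ends was 14 bp. Equality is therefore not the share to expect, and these p-values do not bear on the order of the borders.

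**Figure D3:**
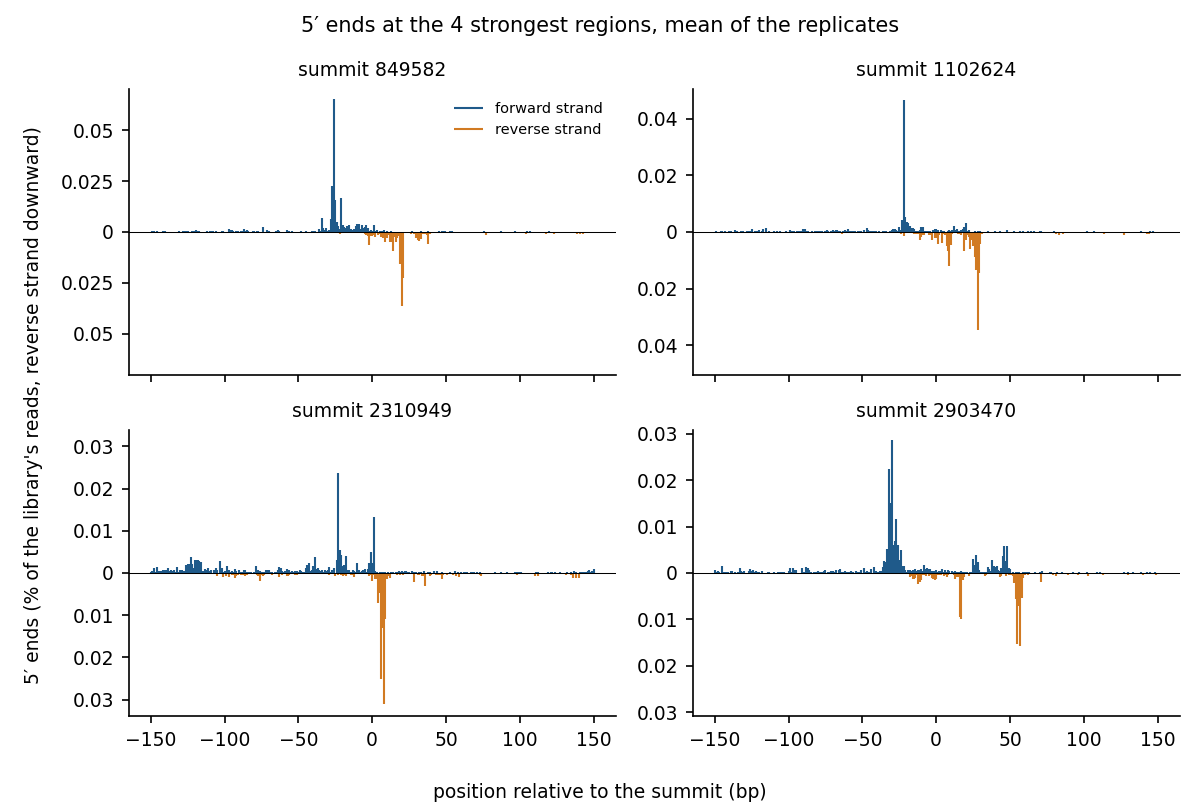
5′ ends as a percentage of the reads of the library (mean of the replicates) against the position relative to the summit in bp at the 4 strongest regions, with the forward strand drawn upward and the reverse strand downward. At 849582 and 1102624 the tallest forward and reverse positions are 46 and 50 bp apart.

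**Figure D4:**
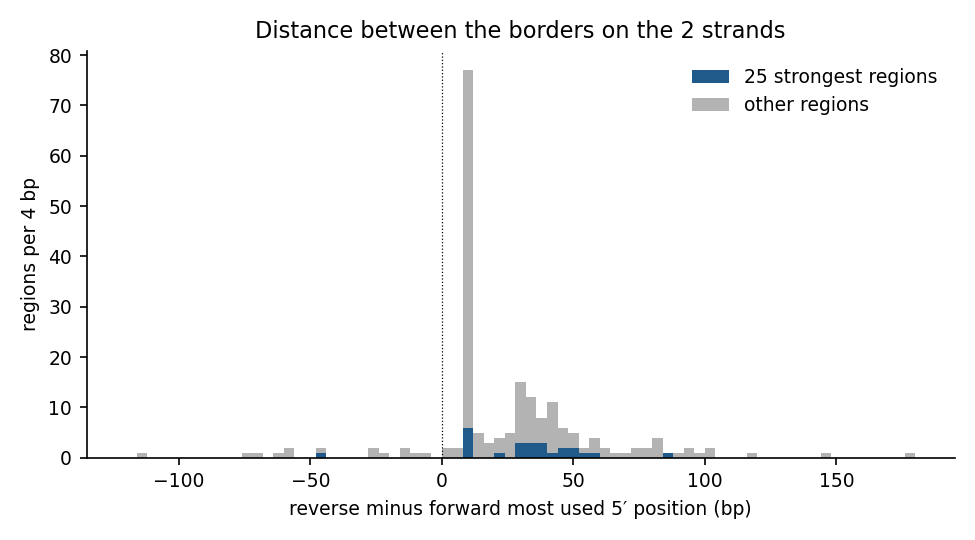
Number of regions per 4 bp of distance from the most used forward to the most used reverse 5′ position, with the 25 strongest regions in blue and the other 173 in grey. The median over all 198 regions is 14 bp and the median of the 25 strongest is 32 bp.

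The background itself varied along the chromosome. The bin from 3300001 to 3400000 had the highest median signal in both replicates, at 1.22 times the chromosome-wide value in each. The lowest bin was 1500001 to 1600000 in replicate 1 (0.707) and 1400001 to 1500000 in replicate 2 (0.710), so the highest and lowest bins differed by factors of 1.73 and 1.72. Of the regions outside the 25 strongest, 108 lay in the 23 bins of above-median background and 59 in the other 23, with the rest beyond the last full bin.

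**Figure D5:**
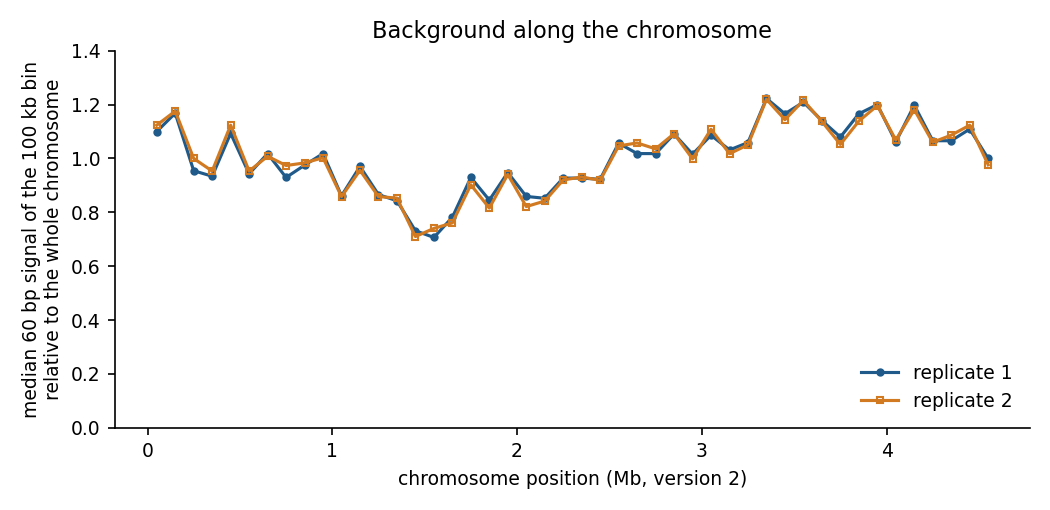
Median 60 bp signal in bins of 100 kb relative to the chromosome-wide median, against chromosome position in Mb, with circles for replicate 1 and squares for replicate 2. The signal is highest between 3300001 and 3400000 and lowest between 1400001 and 1600000 in both replicates.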

Values the study reported

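The study reported 25 reproducible OmpR binding sites under osmotic stress, called with a Mock-IP library and a minimum signal-to-noise ratio of 1.0. The 25 strongest regions above are a number set by the naming rule and are not the study's list. No match between the sets is given here. Of 8 sites known from earlier work it recovered 7, or 88%, and the one it missed was upstream of bolA. From binding, it assigned 37 target genes in 24 transcription units to the OmpR regulon. It counted as directly regulated only the part whose expression also changed in an ompR deletion strain, and reported no significant change for the rest.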

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

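The borders from 5′ ends, the removal of stacked 5′ ends, the thinning of replicate 2, the low-bin background, the exclusion near stretches without reads and, for the 25 strongest regions alone, the counts kept, the border shares and the replicate ratio were chosen after seeing the data. The number of reproducible regions went from 198 to 432, 49 and 16 at thresholds of 3, 10 and 20-fold, to 316 and 126 with windows of 30 and 100 bp, and to 116 without the most used 5′ position of each strand. It stayed between 142 and 280 under the other alternatives. With a replicate left out, a 3-fold threshold, the mean of the replicates or no strand condition, every region is kept by construction. All 198 were also kept with a 30 bp window, with limited coverage values and with merging within 50 bp. Merging within 50 bp splits runs of the same positions, and a 30 bp window tends to raise the fold at a peak. Neither outcome therefore says much about robustness. The lowest fold of the 25 strongest in either replicate was 14.9, so the 10-fold threshold kept them by construction. All of the 25 strongest regions were also called under the other alternatives except the 20-fold threshold, which left 16 by construction, and the exclusion near stretches without reads, which dropped those at 1976383 and 3945031. Shared regions numbered 424 at 3-fold and 49 at 10-fold. The bin correlation was 0.51 below 3-fold, 0.90 from 3-fold up and 0.80 in 200 bp bins. By coverage, the share of forward borders on the left was 39.8% to 42.7% with a replicate left out and 54.2% in the 25 strongest regions. By 5′ ends, which do not carry the 31 bases of each read, it was 92.4%. For these changes and those above the cause was not tested. The median log2 ratio of the replicates stayed positive, at 0.18 in the 25 strongest regions. Their folds were 1.12 to 1.74 times as high with a 30 bp window and 0.633 to 0.937 times with a 100 bp window. With a median within 5 kb the ratio to the reported fold was 0.734 to 2.36. Limiting the highest coverage values bears only on the strongest bases, so it says little about weak regions. Intergenic share, promoter lists, motifs and the exclusion of RNA genes were not run. No paired analysis was possible because the series has a single group. The regions outside the 25 strongest had a median of 133 reads within 50 bp of the summit in replicate 1 and 206 in replicate 2, with minima of 79 and 127.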

Other observations

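The local summits, the spacing of 5′ ends and the tests of the regions outside the 25 strongest were chosen after the results were seen. Within 4 of the 25 strongest regions the signal had more than 1 summit of at least 5-fold in both replicates, set off by a dip of at least 0.5 on the log2 scale. The region at 986391 held local summits at 986619, 228 bp away with a fold of 32.6 ± 3.84 (SD, n = 2), and at 986808, 417 bp away with 9.71 ± 1.61. In the region at 2310949 they stood at 2310848 (72.1 ± 16.5) and 2311099 (22.6 ± 2.52), on opposite sides of the main summit. At 2031946 a local summit of 12.5 ± 0.909 lay at 2031795, and at 3086093 one of 15.6 ± 2.98 lay at 3086204, nearly as high as the main one of 16.4 ± 2.10. The other 21 regions had a single summit by this measure.

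The regions fell into classes by the spacing of their 5′ ends. In 78 of the 198 regions the most used forward and reverse positions were 8 to 12 bp apart. They included 6 of the 25 strongest regions, with summits at 1128593, 89240, 1879674, 3064412, 3517799 and 3086093, and 72 of the 173 weaker ones. All 6 had ranks 11 to 25, where they made up 40%, against 0% of the 10 strongest and 41.6% of the weaker regions. In the 72 weaker ones, the most used pair of positions held a median of 33.5% of the reads within 50 bp of the summit in replicate 1 and 34.2% in replicate 2, against 10.3% and 7.43% in the remaining weaker regions. Among the 25 strongest the shares were 35.1% and 42.4% in the 6 regions, against 15.7% and 17.7% in the others. Short spacings were also raised outside the regions, though not these alone. Where the mean fold was below 3, forward and reverse 5′ ends 8 to 11 bp apart were 1.21 times as frequent in replicate 1 and 1.16 times in replicate 2 as ends 120 to 159 bp apart, and at 12 bp the ratio was 1.05 and 1.04. Spacings of 1 bp (1.22 and 1.24), 3 bp (1.14 and 1.13) and 6 bp (1.22 and 1.21) were raised as well. Each position was counted once in these ratios, so stacked reads did not enter them. Forward 5′ ends of the libraries shared their exact position 1.74 times as often as ends at that distance. The spacing was measured in ChIP-exo libraries only, and no control library was compared.

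The many regions outside the 25 strongest formed the first pattern that was weighed. DNA bounded by a bound protein requires the forward border on the left. With the 8 to 12 bp pairs left out this held in 86 of 100 of them by 5′ ends (86%, 95% interval 77.6 to 92.1). With the reverse strand shifted and such pairs left out as well, where 6.42 regions were called per shift, the share was 62.3% (58.3 to 66.1). The 5′ ends of any double-stranded fragment have the same order, and a shift breaks it whatever its cause. The share therefore cannot tell a protein border from other locally recovered fragments, and it does not say which protein. For the 8 to 12 bp pairs the order was not tested. Stacks of reads at single positions stay open, since 52.6% of these regions still reached 5-fold in both replicates once the most used 5′ position of each strand was removed. A higher DNA copy number in part of the chromosome may account for some of them, as 69.9% were still called with the median within 5 kb as background. That setting called 176 regions in all and kept 146 of the 198. The local median also changes beside stretches without reads, so the loss is not specific to copy number. No explanation that needs a contrast between groups was tested, since the series has a single group.

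The second pattern was the higher fold in replicate 1. A difference in depth predicts that thinning replicate 2 to the reads of replicate 1 brings the median log2 ratio to 0, and it was 0.13 after thinning, against 0.11 before. Taking the mean of bins below 3-fold as background left it at 0.10, which argues against the median as the source of the difference. What else differed between the libraries was not tested, and no biological explanation was available within a single group.

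The third pattern was the signal that extended beyond the summits of the 10 strongest regions. In all 10 of them over 60% of the 5′ ends above background between 50 and 300 bp from the borders' midpoint lay on the strand that points to the site, with shares from 74.0% at 986391 to 86.8% at 2903470. This is consistent with fragments not digested to the protein border. A second pair of borders, with at least 10% of the ends of the main pair, was found in 3 of the 10 regions, those at 2903470, 986391 and 1976383. These second pairs were centred less than 50 bp from the midpoint of the main borders, nearer than the flanks. The local summits given above lie farther out, in the flanks except for the one at 986808. Among the 10 regions they were found at 2310949, 986391 and 2031946, and at neither 2903470 nor 1976383. The measures therefore looked at different places, and additional bound sites beside the main one stay open.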
